A study of Mus musculus with 7 samples. Its data were reported in "IFN signaling is associated with radiotherapy response in malignant peripheral nerve sheath tumors" (2026).

How the data were processed

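Cells of 7 mouse tumors were profiled with a 3' droplet assay (10x Genomics), 1 library per tumor. JW23.3 cells were implanted on day 0, mice were randomized on day 7, and tumors were dissociated with papain on day 21, with 10000 cells loaded per library. The files that the authors deposited hold UMI counts per gene and called cell for each library, made with Cell Ranger 8.0.0 per the file headers of all 7 libraries. The paper states alignment to mm10 and names an earlier Cell Ranger version than the headers do. The deposited counts may therefore differ from those that the study analysed. The genome build is not stated in the files, so no coordinates are given. The feature list had 33696 genes, of which 52 shared a symbol with another gene and were told apart by their identifiers, and the smallest deposited cell had 500 UMIs. Whether intronic reads were counted is not known. Groups were taken from the sample labels, with 4 irradiated and 3 control tumors.

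The cell filter, marker lists, gene lists, tests, named-gene rule and alternatives were chosen before the data were examined. The other clustering settings and the rules that left clusters unnamed were set afterwards. Cells beyond 3 median absolute deviations of their library's median in UMIs, genes, mitochondrial share or ribosomal share were removed, which left 34296 of 39537 cells. Counts were scaled to 10000 UMIs per cell and log-transformed, 3000 variable genes were scaled (values clipped at 10), and 30 principal components gave a shared-neighbor graph of 20 neighbors, clustered with Leiden at resolution 1 (seed 1). Members of the gene lists, sex-linked, mitochondrial and ribosomal genes and interferon ligands were left out of clustering. The integration method of the study was not used here.

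Clusters were named from 13 marker lists (MPNST-like, macrophage-like, granulocyte-like, dendritic-like, T/NK-like, B-like, mast-like, endothelial-like, pericyte-like, fibroblast-like, keratinocyte-like, muscle-like and erythroid-like). A marker counted when it was found in at least 25% of a cluster's cells at a fold of at least 2 over the other cells, and at least 3 markers were required. Clusters with Xist in under 25% of cells were taken as tumor-side, since the hosts were female. A cluster that carried at least 3 and at least 33% of the markers of a second, conflicting list was left unnamed. A cluster whose cells lay below 1/3 of the median depth of their library was named only if a marker of its class was among its top 10 genes. Doublets were called with Scrublet, and none were removed in the reported values. Cells with both Xist and Y-linked UMIs were marked as a second measure, which turned out uninformative because Y-linked transcripts were at background in MPNST-like cells.

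Shares are percentages of the retained cells of a tumor. Groups were compared with a two-sided exact permutation test of the difference of means over all 35 splits of the 7 tumors. Its smallest possible p was 0.0286, and Benjamini-Hochberg adjustment ran over 7 classes. An adjusted p under 0.05 then needs most classes to reach that smallest p together. Shares were compared for the 7 named classes other than the keratinocyte-like one, and a minimum of 20 cells per library applied to the tests of genes and lists, not to shares. The 95% intervals of single shares are Wilson intervals, and a count of 0 was given an upper limit of 3 UMIs. Both cover counting error only.

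For T/NK-like, macrophage-like and MPNST-like cells, UMI counts were summed per tumor and tested with edgeR's quasi-likelihood test (filterByExpr, TMM, robust), with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Tests over single cells were not used, since cells of 1 tumor are not replicates. The fit was tested on simulated data with the means and library sizes of the real tumors and 200 genes changed by 2 on the log2 scale. It recovered 90% of them in T/NK-like, 90% in macrophage-like and 85% in MPNST-like cells. Of its calls, 3.74%, 11.8% and 4.49% were false, and with no gene changed it made 0, 0 and 1 calls. Genes were drawn independently of each other, with no shift shared by a technical set.

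There were 9 disjoint gene lists (type I interferon response, type II interferon response, NRF2 targets, p53 targets, cell cycle, dissociation stress, M1 macrophage, M2 macrophage and T cell activation), tested in 21 combinations of list and class. They were written from general knowledge and not taken from a database. Each was tested with fry, adjusted over the 21 tests, and its score is the mean log2 CPM of its genes (prior count 2), compared with the exact permutation test. Differences between classes in the type I score were tested on the difference within each tumor over 3 pairs of classes.

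Named genes followed a rule. They are the genes that the study names for a class, the 5 genes with the largest increase and the 5 with the largest decrease among those past the threshold with a mean of at least 10 CPM and no overlap between groups (0 genes met this), and the 3 members of a list with the largest absolute log2 fold change. Single-gene results of 1 of these genes are not reported here.

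Technical sets were sought by comparing the 63 splits of the libraries into 2 sets on 5 measures, namely cells called, UMIs per cell, genes per cell, mitochondrial share and stress transcripts. Exact tests with the set as a term permuted labels within sets over 12 splits (smallest possible p 0.0833).

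Alternatives tried were no cell filter, a fixed filter (at least 500 genes and at most 10% mitochondrial UMIs), removal of either kind of doublet, clustering of each library on its own, resolution 2, equal cells per tumor, other denominators, an edgeR test on cell counts, DESeq2 size factors, the DESeq2 Wald test, all genes with at least 1 UMI, genes with at least 10 UMIs in every library, the technical term, replicate number as a block, camera, and leaving out each tumor in turn. Counting the mixed cluster as macrophage-like or the shallow cluster as MPNST-like was chosen after seeing the data. So were 20 further draws of equal cells for the scores of single tumors, in which cell number counted as excluded when the tumor's number lay inside that of the other irradiated tumors and its distance stayed at 0.5 or more of that with all cells in every draw. The other experiments of the study were not analysed here.

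Tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2, scanpy 1.11.5, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.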

Results

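Single-cell RNA profiles were obtained from 7 tumors grown under the skin of female C57/B6 mice. The tumors came from JW23.3, a line of malignant peripheral nerve sheath tumor (MPNST) cells with mutant Nf1 and Trp53. Each library held the cells of 1 tumor, so the tumor was the replicate. The irradiated group had 4 tumors, each given 5 daily fractions of 2 Gy, and the control group had 3 tumors that were not irradiated. All tumors were harvested on day 21 after implantation.

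The libraries held 39537 cells and 646559899 unique molecular identifiers (UMIs). Irradiated tumors 1 to 4 gave 7308, 2859, 3780 and 3713 cells with 112614575, 54311037, 78368452 and 53496570 UMIs. Control tumors 1 to 3 gave 6134, 8452 and 7291 cells with 153044123, 87062522 and 107662620 UMIs. The median depth of a cell ran from 6058.5 UMIs in control 2 to 17930.5 UMIs in control 1. After the cell filter, 34296 cells were retained.

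The libraries fell into 2 technical sets that crossed the groups. Set 1 held irradiated 1 with controls 2 and 3, and set 2 held irradiated 2, 3 and 4 with control 1. The sets were found from cell number, UMIs and genes per cell, mitochondrial share and stress transcripts, never from interferon genes or T cell shares. Within-set variation took 0.573 of the total for this split and 0.629 for the next best of the 63 splits compared, so the parting was not sharp. Differences in shares and scores within each set are given beside the pooled ones. Irradiated 1 was the only irradiated tumor of set 1, and control 1 the only control of set 2. Each within-set difference, and the term for the set, therefore leans on these tumors. An exchange of their labels is left open below. In that case the sets would match the groups, and the term would remove the effect of irradiation.

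Clustering gave 27 clusters, of which 25 were named from fixed marker lists. There were 10 MPNST-like clusters (16218 cells), 8 macrophage-like clusters (12752 cells) and 2 T/NK-like clusters (1555 cells). The dendritic-like, endothelial-like, fibroblast-like, pericyte-like and keratinocyte-like classes had 1 cluster each, with 465, 623, 485, 237 and 70 cells. At this resolution no cluster met the lists for granulocyte-like, B-like, mast-like, muscle-like or erythroid-like cells. That does not show that such cells were absent. At resolution 2, a cluster of 56 cells led by S100a9 and S100a8 was named granulocyte-like. Another of 68 cells had B-like as its leading list and was left unnamed, since it also carried the dendritic-like list. These names were rebuilt from the counts, so a difference from the study may come from the naming. Immune or stress genes led some of the named clusters, such as the macrophage-like cluster led by Chil3, Slfn4 and Clec4e. Another macrophage-like cluster (634 cells) was led by Acp5, Atp6v0d2 and St18. It carried 14 of the 15 macrophage-like markers, only 1 of them among its top 10 genes, and held 4.75% of the cells of control 2 and 0.524% to 1.70% of those of the other tumors. With libraries clustered on their own, clusters with Acp5 among their top genes were left unnamed in the 3 controls (23, 277 and 48 cells) and named macrophage-like in irradiated 1 and 3 (98 and 22 cells), so this naming differed between the groups.

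The keratinocyte-like cluster was led by Krt19, Krt8 and Krt18 and was not compared between groups. Of the 2 unnamed clusters, a shallow tumor-side cluster led by Crabp1, Lgals7 and H19 held 2.99% ± 1.06 of cells (SD, n = 4) in irradiated tumors and 4.70% ± 0.900 (SD, n = 3) in controls. The other unnamed cluster carried both the macrophage-like and the MPNST-like list, and held 1.07% ± 0.231 (SD, n = 4) in irradiated tumors and 1.65% ± 0.293 (SD, n = 3) in controls. No doublets were removed. Scrublet called 822 of the retained cells (2.40%).

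The study asked whether irradiation changes which cells make up the tumor, above all the share of T and NK cells. T/NK-like cells made up 5.93% ± 1.59 of retained cells (SD, n = 4) in irradiated tumors and 3.62% ± 0.972 (SD, n = 3) in controls, a difference of 2.31 percentage points. In the two-sided exact permutation test over 35 splits, whose smallest possible p is 0.0286, this gave p = 0.114 and an adjusted p of 0.333 over 7 classes. Of the irradiated tumors, 3 of 4 lay above all controls. The difference was 0.188 points within technical set 1 and 3.66 points within set 2, each of which held too few tumors for a test of its own. With the technical set as a term it was 2.02 points (exact permutation p = 0.25, smallest possible 0.0833). The alternative that moved it most took all retained cells other than MPNST-like ones as the denominator. It gave 3.20 points (exact permutation p = 0.0286, adjusted p 0.0857), and kept the unnamed clusters, the shallow tumor-side one included, in the denominator. Over all alternatives the adjusted p ran from 0.0857 to 0.778.

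In single tumors, the T/NK-like share was 4.20% (95% Wilson interval 3.74 to 4.71) in irradiated 1 and 7.99% (7.08 to 9.01) in irradiated 4. The highest control was control 2 with 4.71% (4.25 to 5.22), whose interval overlapped that of irradiated 1. Such intervals cover counting error only, not the spread between tumors.

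Endothelial-like cells made up 1.27% ± 0.189 (SD, n = 4) in irradiated tumors and 2.11% ± 0.881 (SD, n = 3) in controls, a difference of -0.846 points. All 4 irradiated tumors lay below all 3 controls, with an exact permutation p of 0.0286 that rose to 0.2 after adjustment over 7 classes. The lowest control (control 1) and the highest irradiated tumor (irradiated 1) both had 1.46%. Control 2 decided the size of the difference, which was -0.344 points without it. The difference was -0.977 points in set 1 and -0.261 points in set 2.

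No other class parted the groups. Macrophage-like cells made up 41.4% ± 11.1 (SD, n = 4) and 35.3% ± 6.77 (SD, n = 3) of irradiated and control tumors (exact permutation p = 0.429, adjusted p 0.6), with differences of -9.16 points in set 1 and 17.6 points in set 2. Among immune-like cells alone their share fell by 3.83 points (exact permutation p = 0.0286, adjusted p 0.0857, where the adjusted p ran from 0.0857 to 0.98 over all alternatives). MPNST-like cells made up 43.0% ± 12.02 (SD, n = 4) and 49.3% ± 8.98 (SD, n = 3; pooled exact permutation p = 0.429, adjusted p 0.6). Their difference had opposite signs in the sets, 11.4 and -20.9 points. Part of the set 1 value came from an MPNST-like cluster of 690 cells with a median of only 1113 UMIs. That cluster held 6.37% of the cells of irradiated 1 and 0.393% to 2.86% of those of the other tumors. Scrublet called 10.7% of its cells. Without irradiated 4, the macrophage-like difference was 1.21 points against 6.06 with it, and the MPNST-like difference was -1.02 points against -6.32.

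Dendritic-like cells made up 1.76% ± 0.456 (SD, n = 4) and 1.13% ± 0.422 (SD, n = 3) of irradiated and control tumors, with differences of 0.0863 points in set 1 and 0.947 points in set 2 (pooled exact permutation p = 0.143, adjusted p 0.333). Pericyte-like cells made up 0.764% ± 0.288 (SD, n = 4) and 0.678% ± 0.184 (SD, n = 3; exact permutation p = 0.657, adjusted p 0.767; 13 cells in irradiated 4), and fibroblast-like cells 1.42% ± 0.426 (SD, n = 4) and 1.37% ± 0.553 (SD, n = 3; exact permutation p = 0.8). Both of these differences changed sign between the technical sets, from -0.0427 to 0.108 points for pericyte-like and from -0.186 to 0.502 points for fibroblast-like cells.

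**Figure D1:**
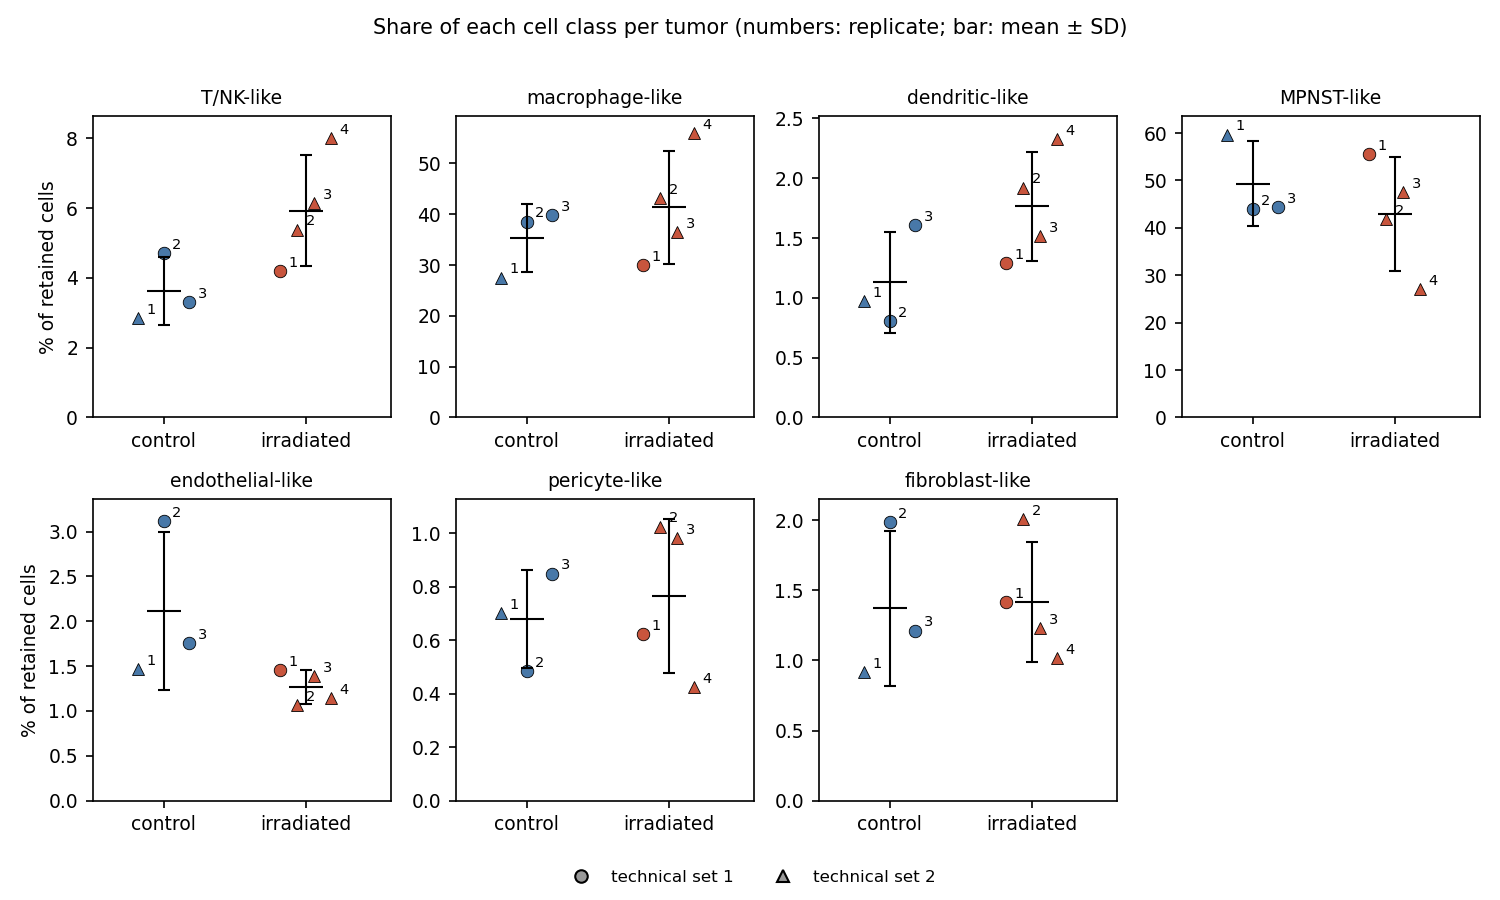
Share of each cell class (% of retained cells, vertical axis) in control and irradiated tumors, where each point is 1 tumor with its replicate number, circles are technical set 1, triangles set 2, and bars give the mean and SD. T/NK-like shares run from 4.20% to 7.99% in irradiated and from 2.85% to 4.71% in control tumors, and the group ranges overlap in each class but the endothelial-like one.

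The study also asked which genes irradiation changes within T/NK cells, macrophages and tumor cells. Counts were summed per tumor and class, with 674859 to 1402149 UMIs per tumor for T/NK-like cells, 12108229 to 18407548 for macrophage-like cells and 26332238 to 117558504 for MPNST-like cells. No gene passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 0 of 8171, 0 of 12995 and 0 of 17761 genes in the 3 classes. The numbers with an unadjusted p under 0.05 were 393, 811 and 278. Leaving out 1 tumor moved them widely. They ran from 261 (without irradiated 3) to 586 (without control 1) in T/NK-like cells and from 263 (without control 2) to 1908 (without irradiated 1) in macrophage-like cells. In MPNST-like cells they ran from 183 (without control 2) to 1000 (without control 1). The smallest adjusted p was 0.727 in T/NK-like, 0.745 in macrophage-like and 0.999 in MPNST-like cells. The groups did not overlap for 5.79%, 5.48% and 2.68% of the genes tested, where chance gives 5.71%.

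With the technical set as a term the counts stayed at 0, with 324, 501 and 233 genes at an unadjusted p under 0.05. The alternative that moved a count most tested every gene with at least 1 UMI in T/NK-like cells, where 59 genes passed (10 higher and 49 lower in irradiated tumors). The DESeq2 Wald test gave 7 genes in macrophage-like cells, 1 higher and 6 lower. The macrophage-like count depended on irradiated 1, since 1 gene passed without it. That gene was Col11a1 (ENSMUSG00000027966), lower in irradiated tumors and named here after its value was seen. With all 7 tumors its mean was 9.20 CPM in irradiated and 24.3 CPM in control macrophage-like cells, against 1394 and 1524 CPM in MPNST-like cells. On simulated data of the same size with 200 genes changed by 2 on the log2 scale, the same fit recovered 90%, 90% and 85% of them. The largest change of a study gene below is 1.49, so this says nothing about the power to find changes of that size. The simulated genes also varied independently, without a shift between the technical sets.

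Interferon response was the next question, since the study compared interferon scores of irradiated and control cells. Scores were the mean log2 CPM of a fixed list in the summed counts. In macrophage-like cells the type I interferon score was 6.58 ± 0.65 (SD, n = 4) in irradiated and 5.85 ± 0.44 (SD, n = 3) in control tumors, a difference of 0.73. It gave a fry adjusted p of 0.521 and an exact permutation p of 0.114, and 3 of 4 irradiated tumors lay above all controls. All 40 genes of the list were higher in the irradiated group, also with DESeq2 size factors and with the technical term. The difference was 0.11 in technical set 1 and 0.52 in set 2. The technical term moved it most, to 0.33 (exact permutation p = 0.167, smallest possible 0.0833). The members with the largest changes were Isg20 (ENSMUSG00000039236; log2 fold change 1.15 ± 0.47, SE), Ifit3b (ENSMUSG00000062488; 1.14 ± 0.48) and Mx1 (ENSMUSG00000000386; 1.09 ± 0.43).

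In MPNST-like cells the type I score was 4.69 ± 0.80 (SD, n = 4) against 3.96 ± 0.62 (SD, n = 3), a difference of 0.73 (exact permutation p = 0.257, fry adjusted p 0.521). All 40 genes were higher (38 with the technical term) and 2 of 4 irradiated tumors lay above all controls. The difference did not hold in set 1, where irradiated 1 was the only irradiated tumor. It was -0.004 there, against 0.39 in set 2. In T/NK-like cells the difference was 0.31 (exact permutation p = 0.257, fry adjusted p 0.521), with 37 of 39 genes higher (29 with the technical term) and values of 0.04 and 0.13 within the sets. The members with the largest changes were Oas3, Oas2 and Ifi27l2a in both classes, at 1.73, 1.59 and 1.47 in MPNST-like cells and 0.83, 0.85 and 0.89 in T/NK-like cells. Of the genes on the type I list, the study had picked 4 from these libraries. Without irradiated 1 the difference was 1.02 in macrophage-like and 1.08 in MPNST-like cells, and without control 2 it was 0.46 in MPNST-like cells. In T/NK-like cells it ran from 0.18 without irradiated 4 to 0.48 without control 1.

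The type II interferon score of macrophage-like cells was 6.09 ± 0.32 (SD, n = 4) in irradiated and 5.51 ± 0.08 (SD, n = 3) in control tumors, a difference of 0.58. All 4 irradiated tumors lay above all controls. The exact permutation p was 0.0286, the smallest possible, and 0.6 after adjustment over 21 tests, and the fry adjusted p was 0.521. The difference was 0.45 in set 1 and 0.56 in set 2, and 0.51 with the technical term (exact permutation p = 0.167, smallest possible 0.0833). It was 0.42 without irradiated 4. The members with the largest changes were Cxcl9 (ENSMUSG00000029417; 1.36 ± 0.60, SE), Gbp4 (ENSMUSG00000079363; 1.14 ± 0.56) and Tgtp2 (ENSMUSG00000078921; 1.13 ± 0.62). In MPNST-like cells the difference was 0.56 (exact permutation p = 0.257, fry adjusted p 0.521), with 0.17 and 0.35 within the sets, and in T/NK-like cells 0.10 (exact permutation p = 0.486, fry adjusted p 0.521), with 0.12 and 0.23 within the sets. With equal cells per tumor the T/NK-like value turned to -0.01. Leaving out 1 tumor, it ran from 0.01 (without irradiated 4) to 0.28 (without irradiated 1), and the MPNST-like value from 0.35 (without irradiated 4) to 0.76 (without control 1).

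**Figure D2:**
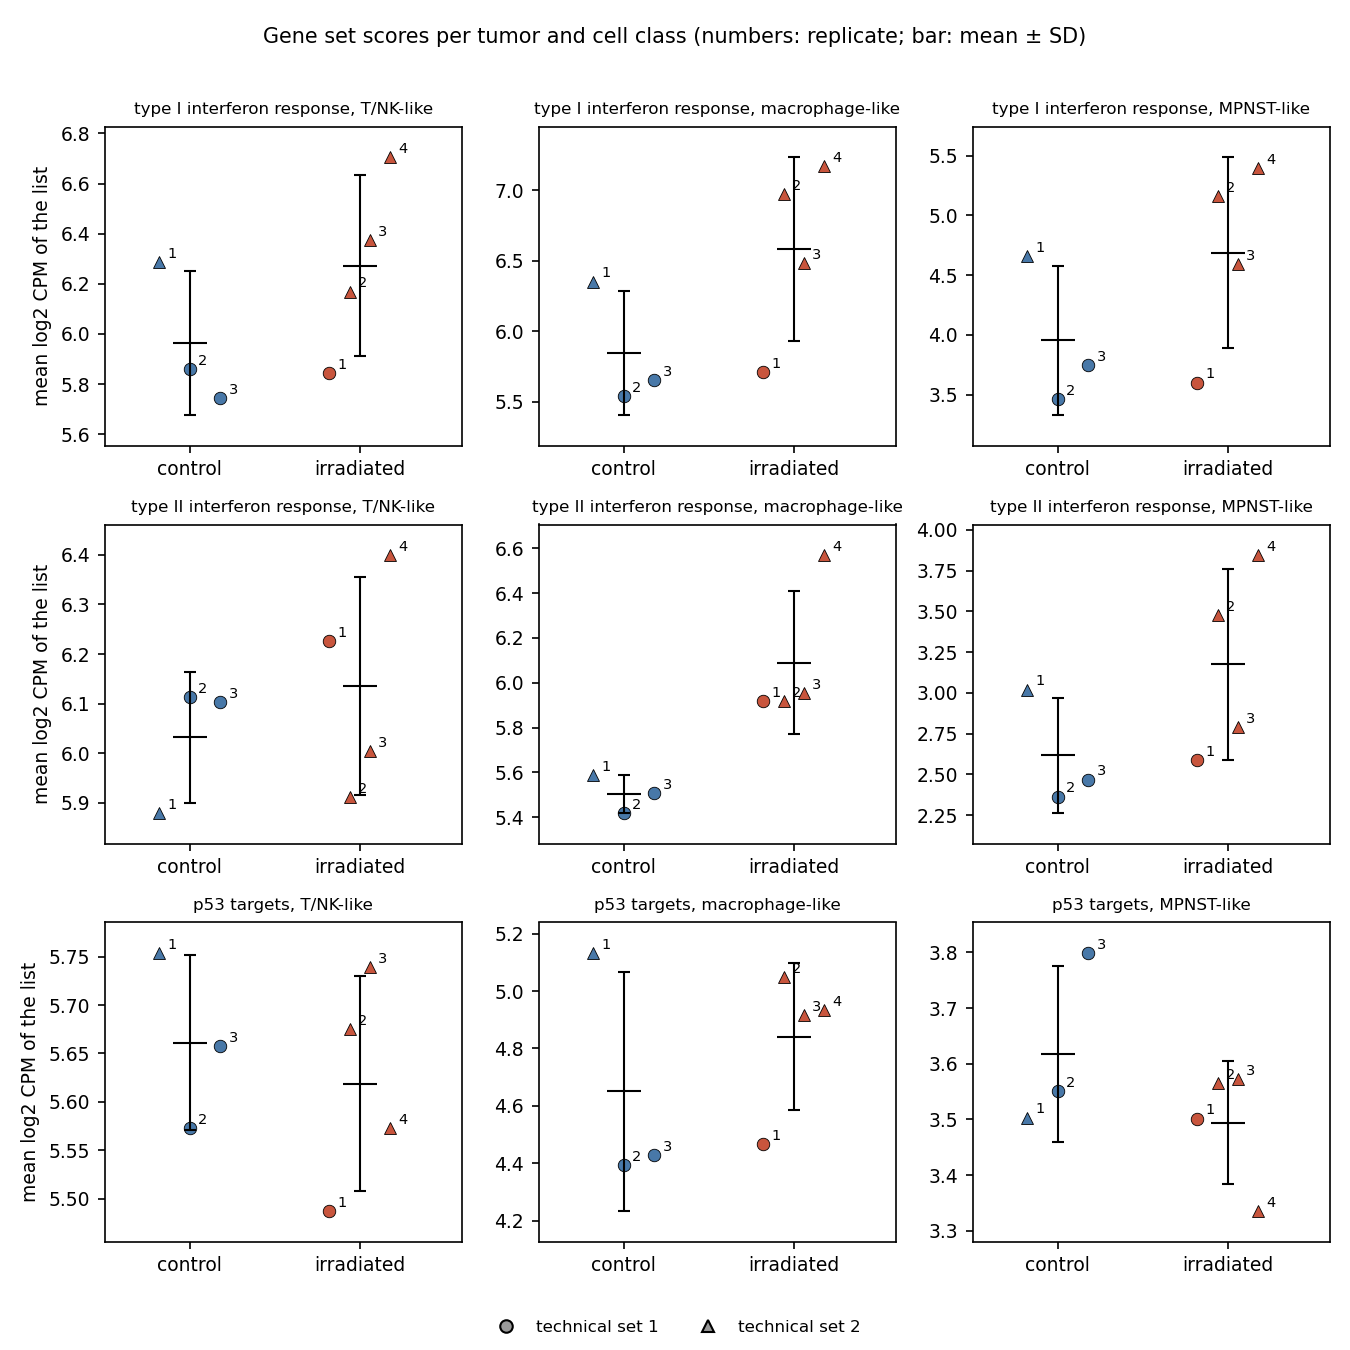
Mean log2 CPM of the type I interferon, type II interferon and p53 lists (vertical axes) in T/NK-like, macrophage-like and MPNST-like cells of control and irradiated tumors, where each point is 1 tumor with its replicate number, circles are technical set 1, triangles set 2, and bars give the mean and SD. The type II score of macrophage-like cells lies between 5.92 and 6.57 in irradiated and between 5.42 and 5.59 in control tumors, while their p53 score lies between 4.92 and 5.13 in set 2 and between 4.39 and 4.47 in set 1.

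The study further asked about macrophage polarization, T cell activation and targets of NRF2. The M1 score of macrophage-like cells differed by 0.26 (exact permutation p = 0.114, fry adjusted p 0.521; 3 of 4 irradiated tumors above all controls), with 0.003 in set 1 and 0.42 in set 2. Its members with the largest changes were Nos2 at 1.39, Slc7a2 at 1.25 and Il1a at -1.01. The M2 score differed by 0.05 (exact permutation p = 0.657), with 0.17 and 0.05 within the sets, and its sign changed under some alternatives. The T cell activation score of T/NK-like cells differed by 0.19 (exact permutation p = 0.343; fry p 0.0536 and adjusted p 0.521), with 0.25 and 0.03 within the sets and 0.08 without irradiated 4. Its members with the largest changes were Gzmk at 1.36, Lag3 at 0.97 and Cd38 at -0.57, and 2 of its 22 genes (Gzmb and Zap70) had been picked by the study from these libraries. The NRF2 score differed by -0.20 in T/NK-like cells (exact permutation p = 0.114; 3 of 4 irradiated tumors below all controls), -0.04 in macrophage-like cells (0.514) and -0.08 in MPNST-like cells (0.571). Within sets 1 and 2 it was -0.07 and -0.15, -0.15 and -0.05, and -0.04 and -0.02 in these classes. It came to -0.01 in macrophage-like cells without irradiated 1 and in MPNST-like cells without control 3.

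The p53, cell cycle and dissociation stress lists served as further measures of the response to irradiation and of handling. The p53 score differed by -0.04 in T/NK-like cells (exact permutation p = 0.657), 0.19 in macrophage-like cells (0.486) and -0.12 in MPNST-like cells (0.429). Its differences within sets 1 and 2 were -0.13 and -0.09 in T/NK-like and -0.17 and -0.01 in MPNST-like cells. In macrophage-like cells they were 0.06 and -0.17, and with the technical term the difference was -0.06. The pooled direction thus did not hold in set 2, where control 1 was the only control. Leaving out 1 tumor, the macrophage-like p53 difference ran from 0.06 (without control 2) to 0.43 (without control 1), and the MPNST-like one from -0.18 (without control 1) to -0.03 (without control 3). The cell cycle score differed by 0.02, -0.01 and -0.09 in the 3 classes (exact permutation p = 0.914, 0.914 and 0.743). Within sets 1 and 2 it was -0.38 and -0.13 in T/NK-like, -0.23 and 0.15 in macrophage-like and -0.05 and 0.16 in MPNST-like cells, so the sign differed between the sets in the latter classes. The stress score differed by -0.22, -0.11 and -0.40 (exact permutation p = 0.457, 0.457 and 0.514). Within sets 1 and 2 it was 0.11 and -0.06, 0.02 and -0.03, and -0.57 and 0.29, of opposite sign in each class. It rested on 25 genes, 3 of them (Fos, Junb and Klf6) picked by the study. In MPNST-like cells 0 of these 25 genes were higher in the irradiated group, but 12 were with the technical term, and without control 3 the score difference was 0.06. No list passed fry over the 21 tests, with a smallest adjusted p of 0.521. Camera with its preset correlation gave 13 calls with an adjusted p under 0.05, and none of them held under fry.

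Genes that the study names for each class were examined one by one. The study chose these lists on these samples, so counts over them are not independent evidence. Of these genes, 3 are reported in T/NK-like cells, and 3 of 3 were higher in irradiated tumors, 1 with an adjusted p under 0.05 adjusted over the list alone and 0 over all genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Zap70 (ENSMUSG00000026117) had 129 ± 13.5 CPM (SD, n = 4) in irradiated and 94.4 ± 14.6 CPM (SD, n = 3) in control tumors. Its log2 fold change was 0.45 ± 0.16 (SE), with adjusted p 0.0298 over the list alone and 0.970 over all genes by edgeR, and 4 of 4 irradiated tumors lay above all controls. With the technical term its change was 0.34. Gzmb (ENSMUSG00000015437) changed by 0.55 ± 0.62, and by -0.06 with the technical term, and was 0.14 without irradiated 4. Ifi27l2a (ENSMUSG00000079017) changed by 0.89 ± 0.46 and by 0.34 with the technical term.

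In macrophage-like cells 7 of the 7 genes reported were higher in irradiated tumors, with 0 genes under 0.05 adjusted over the list alone and 0 over all genes. The changes of Ifitm3, Irf7, Ccl2, Ccl7, Ccl12 and Ccl8 were 0.88, 0.95, 0.70, 0.50, 0.23 and 0.12. Slfn4 (ENSMUSG00000000204) had the largest change, 1.49 ± 0.78 (SE), with 3 of 4 irradiated tumors above all controls. This change was 2.18 without control 1, 0.98 without irradiated 4 and 0.21 with the technical term. Slfn4 was also a leading gene of the macrophage-like cluster led by Chil3. Its level and that cluster's share of macrophage-like cells put the 7 tumors in the same order. Both were lowest in irradiated 1 (28.9 CPM and 1.37%) and highest in irradiated 4 (429 CPM and 20.7%). A different make-up of the class and a change within its cells cannot be told apart in these sums. Ccl8 reversed without irradiated 1 (-0.26), control 1 or control 2.

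In MPNST-like cells 3 of 8 genes were higher, with 0 genes under 0.05 adjusted over the list alone and 0 over all genes. The study gives its tumor-cell results for single clusters, while all MPNST-like cells of a tumor were summed here. Upp1, Ifitm3 and Postn changed by 0.47, 0.16 and 0.03, and Spp1 and Cxcl12 by -0.28 and -0.02. Fos, Junb and Klf6 changed by -0.56, -0.48 and -0.40, and each was higher in irradiated tumors without control 3.

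**Figure D3:**
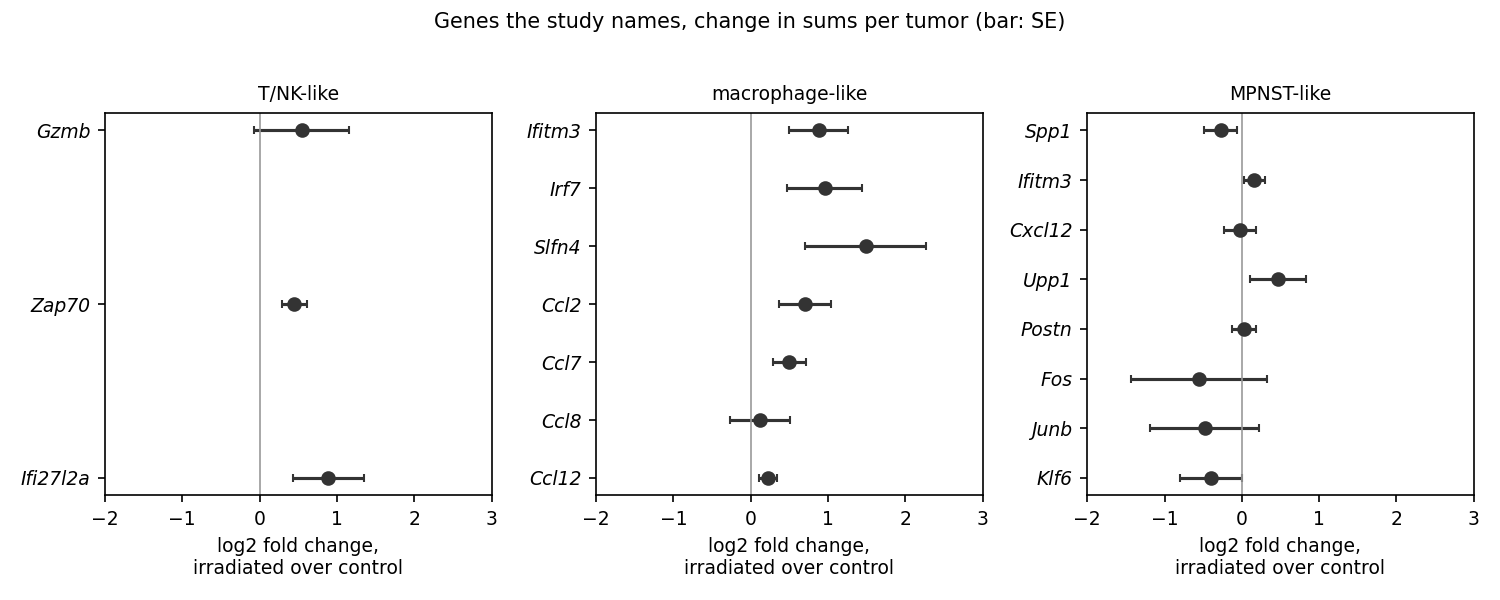
Log2 fold change of irradiated over control tumors (horizontal axis) for genes that the study names in T/NK-like, macrophage-like and MPNST-like cells; points are the fitted change in sums per tumor and bars its SE. Points run from 0.45 to 0.89 in T/NK-like cells, from 0.12 to 1.49 in macrophage-like cells and from -0.56 to 0.47 in MPNST-like cells.

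Whether the type I interferon change differed between classes of the same tumors was tested directly. The change was larger by 0.43 in macrophage-like than in T/NK-like cells (two-sided exact permutation p = 0.229, adjusted p 0.429 over 3 comparisons), with 0.07 and 0.39 within the technical sets. It was larger by 0.42 in MPNST-like than in T/NK-like cells (exact permutation p = 0.286, adjusted p 0.429), with -0.05 and 0.26 within the sets. Macrophage-like and MPNST-like cells differed by 0.004 in the pooled comparison (exact permutation p = 1), and by 0.12 and 0.13 within the sets. A difference between classes was not detectable with 7 tumors.

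The study speaks of interferon made by tumor cells and macrophages, and the transcripts of the ligands were counted. Ifnb1 (ENSMUSG00000048806) had 138 UMIs in 42 cells of all classes, 92 in irradiated and 46 in control tumors. Irradiated 1 alone gave 50 of them. Macrophage-like cells held 71 of these UMIs (0.688 CPM in the class, 53 in irradiated and 18 in control tumors) and MPNST-like cells 22 (0.0476 CPM, 11 in each group). T/NK-like cells held 1. The 13 Ifna genes together had 2 UMIs, Ifnk had 22 and Ifne 5. Ifnl2 and Ifnl3 had 0, which allows up to 0.00486 CPM. Ifng (ENSMUSG00000055170) had 806 UMIs, 759 of them in T/NK-like cells (118 CPM, with 482 UMIs in irradiated and 277 in control tumors), against 0.0873 CPM in macrophage-like cells. The median depth was 3034 UMIs in T/NK-like and 6347.5 UMIs in macrophage-like cells, so depth does not account for the difference between classes. The type I and III ligand counts were too few for a comparison of the groups. Relative to depth, Ifng in T/NK-like cells was at 117 ± 76.9 CPM (SD, n = 4) in irradiated and 125 ± 60.9 CPM (SD, n = 3) in control tumors, less than the spread between tumors apart.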

Values the study reported

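The study's single-cell experiment used radiation-treated tumors (n = 4) and untreated tumors (n = 3) collected on day 21. The treatment was 5 daily doses of 2 Gy. The paper describes 7 clusters of tumor cells and 9 clusters of nontumor cells, and of these names cluster 6, made of T and NK cells, as the only one with a significant increase after irradiation.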

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

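The tests in this part were planned before their results were seen, except that 20 further draws of equal cells, and the rule for reading them, were chosen after the first draw. Among the 4 irradiated tumors, 48 values were examined for a tumor far from the other 3, and 3 passed Dixon's 95% critical value, where chance gives 2.4 (about 1 in 20). The labels give no difference between tumors of a group.

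The type II interferon score of macrophage-like cells was 6.57 in irradiated 4 and 5.92 to 5.95 in the other irradiated tumors, a gap of 0.946 of the range. A different number of cells behind the score is argued against, since the gap stayed past the critical value, at 0.842, with equal cells per tumor. It did so in 19 of 20 further draws, where the distance to the nearest tumor was at least 0.54, against 0.62 with all cells. A larger share of monocyte-type cells may contribute, as the macrophage-like cluster with the most Ly6c2-positive cells held 20.7% of macrophage-like cells in irradiated 4 and 1.37% to 9.42% in the other irradiated tumors. Without that cluster the gap fell to 0.767, below the critical value, but the score of irradiated 4 stayed at 6.44 and the spread of the other tumors grew. The distance to the nearest tumor was 0.52 there, against 0.62 with all cells, so leaving out the cluster took away only part of it. How much that share and another cause in this tumor each contribute cannot be told. The gap, as a share of the range, fell both through a lower score of irradiated 4 and through a wider spread of the other 3 tumors.

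The NRF2 score of macrophage-like cells was 5.62 in irradiated 1 and 5.78 to 5.80 in the other irradiated tumors, a gap of 0.900 of the range. With equal cells the gap was 0.677, below the critical value, at a score of 5.65 in irradiated 1. In 20 further draws the distance to the nearest tumor ran from 0.076 to 0.29, with a median of 0.17, against 0.16 with all cells. Irradiated 1 was the far tumor in all 20 draws, and the gap passed the critical value in 9. Cell number as the whole cause is argued against, since irradiated 1 stayed the far tumor with equal cells. A part played by cell number was not excluded under the rule for these draws. Irradiated 1 had the most macrophage-like cells of the 4 (1975), and the lowest distance was under 0.5 of that with all cells. Irradiated 1 is also the only irradiated tumor of its technical set, so a difference of this tumor and one of its set cannot be told apart.

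The cell cycle score of MPNST-like cells was 4.72 in irradiated 2 and 5.25 to 5.34 in the other irradiated tumors, a gap of 0.855 of the range. With equal cells the gap was 0.758, below the critical value, while the score of irradiated 2 stayed at 4.67 and the nearest other tumor at 5.25. Cell number as the whole cause is argued against. Irradiated 2 had 978 MPNST-like cells, inside the range of the other 3 (827 to 3655), and it was the far tumor in all 20 further draws, at a distance of 0.30 to 0.65 from the nearest tumor, against 0.53 with all cells. The gap passed the critical value in 9 of these draws. No biological explanation was tested.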

How the results depend on the processing

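Counting the mixed cluster with macrophage-like cells and the shallow cluster with MPNST-like cells were alternatives, and tests, chosen only after the results were seen. Neither touches the T/NK-like cells, for which they were not run. All other alternatives were planned.

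Of the 7 shares, the direction held in 69 of the 74 comparisons with an alternative and in 44 of the 49 that left out 1 tumor, and none crossed the threshold. One of these alternatives removed the 67 cells with both Xist and Y-linked UMIs. It says little about doublets of a host and a tumor cell, since Y-linked transcripts were at background in MPNST-like cells. The T/NK-like difference ran from 1.62 to 2.88 points across the 7 fits that each left out 1 tumor. The fibroblast-like difference reversed to -0.00819 at resolution 2, -0.0264 with no cell filter and -0.00260 with each library clustered on its own. It also reversed to -0.0714 with all retained cells other than MPNST-like ones as the denominator. With libraries clustered on their own, irradiated 4 counted as 0 because its cluster of 41 cells led by the fibroblast-like list was left unnamed, having more markers of another class among its top genes. Pericyte-like cells of irradiated 4 and control 3 and dendritic-like cells of irradiated 3 also counted as 0 there. Leaving out 1 tumor moved the fibroblast-like difference from -0.182 to 0.353, and the pericyte-like difference from -0.0119 to 0.198. The macrophage-like share reversed to -3.83 among immune-like cells, a denominator without tumor cells in which a higher T/NK-like share lowers the others. The fibroblast-like reversal with each library clustered on its own rests on the 0 given to irradiated 4, so it is a result of the naming. For the remaining reversals the cause was not tested.

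The counts of changed genes stayed at 0 in 39 of the 41 other comparisons. Testing every gene with at least 1 UMI gave 59 genes in T/NK-like cells, and the DESeq2 Wald test gave 7 in macrophage-like cells. The cause was not tested. Leaving out 1 tumor gave 0 to 1 genes in macrophage-like cells (1 without irradiated 1) and 0 in each of the other classes.

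Among the gene lists, 259 of the 287 comparisons with an alternative kept direction and call. Camera with its preset correlation called 13 differences that fry did not. These were the type I lists (0.31, 0.73 and 0.73 in T/NK-like, macrophage-like and MPNST-like cells), the type II lists (0.10, 0.58 and 0.56), the stress lists (-0.22, -0.11 and -0.40), and, in 1 class each, NRF2 (-0.20, T/NK-like), T cell activation (0.19), p53 (0.19, macrophage-like) and M1 (0.26). The differences are those of the reported fit, and the alternative assumes another correlation between genes.

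With the technical term, the cell cycle score reversed to -0.25 in T/NK-like and 0.057 in MPNST-like cells, the stress score to 0.021 in T/NK-like cells and the p53 score to -0.061 in macrophage-like cells. The term compares tumors within technical sets alone. With equal cells the T/NK-like scores reversed for cell cycle (-0.019), type II interferon (-0.014) and p53 (0.059). With each library clustered on its own the cell cycle score reversed to -0.0045 in T/NK-like and 0.43 in macrophage-like cells, and M2 to -0.0012. Cell cycle was also -0.024 in T/NK-like cells with Scrublet calls removed, and 0.0075 with no cell filter and 0.025 with the mixed cluster in macrophage-like cells. M2 was -0.032 with all genes of at least 1 UMI. The cause was not tested.

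Leaving out each tumor in turn, directions held in 136 of 147 comparisons. The lists that reversed were cell cycle (-0.31 to 0.20 in T/NK-like, -0.067 to 0.039 in macrophage-like and -0.24 to 0.11 in MPNST-like cells), p53 in T/NK-like cells (-0.14 to 0.0040), M2 (-0.017 to 0.14) and stress in MPNST-like cells (-0.79 to 0.064). The interferon lists kept their direction in all 3 classes, for example 0.42 to 0.65 for type II and 0.54 to 1.02 for type I in macrophage-like cells. The type I difference between macrophage-like and MPNST-like cells ran from -0.094 to 0.098. It ran from 0.26 to 0.57 between macrophage-like and T/NK-like cells, and from 0.23 to 0.64 between MPNST-like and T/NK-like cells.

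Named genes kept direction and call in 76 of the 80 comparisons with an alternative and in 128 of the 140 that left out 1 tumor. Gzmb reversed to -0.056 and Fos to 0.075 with the technical term. Leaving out 1 tumor, Ccl8 ran from -0.26 to 0.51, Cxcl12 from -0.24 to 0.13, Postn from -0.074 to 0.11, Fos from -1.49 to 0.38, Junb from -1.15 to 0.50 and Klf6 from -0.71 to 0.20. Each reversal of Fos, Junb and Klf6 came without control 3.

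Replicate numbers were checked as a block. After removal of group means, the correlation across genes between tumors with the same number was -0.32, -0.02 and -0.04 in T/NK-like, -0.45, -0.25 and -0.10 in macrophage-like and -0.58, -0.06 and 0.10 in MPNST-like cells, so the numbers do not pair the tumors. With the replicate block the T/NK-like share differed by 1.62 points and each class had 0 changed genes (216, 242 and 120 at an unadjusted p under 0.05). The cell cycle score in T/NK-like cells reversed to -0.14, Cxcl12 to 0.080 and Junb to 0.0094, on 3 pairs without irradiated 4.

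Depth limits which genes were tested. The T/NK-like sums held 674859 to 1402149 UMIs per tumor, and 8171 genes passed the gene filter in them against 17761 in MPNST-like cells.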

Other observations

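The tests of whether other splits match the technical-set split, of a shift alike in all classes and of shared tissue handling or library preparation were chosen only after the result was seen. The other tests were planned.

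In T/NK-like, macrophage-like and MPNST-like cells, 35, 35 and 35 of the 35 splits of the 7 tumors gave at least as many genes with an adjusted p under 0.05 as the split by irradiation, which gave 0. Any split reaches a count of 0, so this says nothing about the size of an effect. For genes with an unadjusted p under 0.05 it was 12, 7 and 28 of the splits.

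The split by technical set gave 84, 971 and 104 genes in the 3 classes, and the next largest split 4, 4 and 9. In macrophage-like cells 1 of the 35 splits, the technical-set split itself, reached 971 genes, so a random parting of the tumors is argued against. Of these genes, 591 were higher and 380 lower in set 2. After all sums were thinned to 12108229 UMIs, 885 of the 971 genes (91.1%) remained past the threshold, but thinning the sums leaves the depth per cell as it was. Macrophage-like cells had 4763 to 6131 UMIs per cell in set 1 and 10549 to 13046 in set 2, so depth per cell and another cause of the split cannot be told apart. RNA from MPNST-like cells in the droplets is argued against, since 29.8% of the genes higher in set 2 and 48.7% of those lower had a higher level in MPNST-like cells, against 57.5% of all genes tested. The median ribosomal share also parted the sets, at 12.1% to 12.8% in set 1 and 8.78% to 10.7% in set 2. So did the share of cells with over 25% mitochondrial UMIs, with 1.12%, 1.95% and 0.864% of such cells in set 1 (irradiated 1, controls 2 and 3) and 2.54% to 8.83% in set 2. The make-up of the macrophage-like class also parted the sets. The largest of its clusters held 16.02% to 28.5% of retained cells in set 2 and 2.39% to 4.09% in set 1, and the second largest 1.34% to 2.78% in set 2 and 8.89% to 16.3% in set 1. A different make-up of the class stays open, as a value of the tumors or as a product of clustering on shifted transcripts. Handling or library preparation shared by a set stays open, as does an exchange of labels, since set 2 would hold all irradiated tumors if the labels of control 1 and irradiated 1 were exchanged. No label parts the sets.

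The p53 score of macrophage-like cells placed control 1 (5.13) with irradiated 2, 3 and 4 (5.05, 4.92 and 4.93), and irradiated 1 (4.47) with controls 2 and 3 (4.39 and 4.43). One candidate explanation is that the labels of control 1 and irradiated 1 were exchanged. In endothelial-, pericyte-, fibroblast- and dendritic-like cells together, which had not been used to see the pattern, control 1 (4.89) lay above both other controls and irradiated 1 (4.52) below all other irradiated tumors, a difference of 0.37 between the 2. The same 4 libraries form technical set 2, and tissue handling or library preparation shared by them would part these cells in the same way. The mean of set 2 there exceeded that of set 1 by 0.38 without overlap. In T/NK-like cells control 1 (5.75) had the highest p53 score of all tumors and irradiated 1 (5.49) the lowest, but the sets overlapped. Shared handling and an exchange of labels cannot be told apart, because both place the same libraries together. A shift of these transcripts alike in all classes is argued against, since in MPNST-like cells the sets overlapped and differed by -0.12.

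Interferon scores went both ways. The type I score of macrophage-like cells placed control 1 (6.35) nearer to irradiated 2, 3 and 4 (6.97, 6.48 and 7.17) than to controls 2 and 3 (5.54 and 5.65), and irradiated 1 (5.71) with these controls. In MPNST-like cells the type I score was 4.66 in control 1 and 3.60 in irradiated 1, between controls 2 and 3 (3.46 and 3.75), and in T/NK-like cells it was 6.29 in control 1 and 5.84 in irradiated 1. The type II score of macrophage-like cells went with the labels as given. It was 5.92 in irradiated 1, beside 5.92 and 5.95 in irradiated 2 and 3, and 5.59 in control 1, beside 5.42 and 5.51 in controls 2 and 3. In MPNST-like cells the type II score went the other way, at 3.02 in control 1 against 2.36 and 2.47 in controls 2 and 3. Irradiated 1 had 2.59 there, the lowest of the irradiated tumors. In T/NK-like cells the type II score was 5.88 in control 1 and 6.23 in irradiated 1, in the direction of the labels as given. The number of deposited cells was mixed. Control 1 had 6134, beside 8452 and 7291 in controls 2 and 3, but irradiated 1 had 7308, against 2859 to 3780 in the other irradiated tumors. The labels were kept as given in all comparisons of irradiated with control tumors. The split by technical set is the one that exchanged labels would give, and beyond its gene counts given above nothing was computed for it as a comparison of irradiated with control tumors.

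The unnamed cluster of 482 cells with macrophage-like markers, the MPNST-like list and Xist (95.02% of its cells) may consist of doublets of a host and a tumor cell. Scrublet called 93.6% of its cells, against at most 10.7% in another cluster, and their median depth was 29295.5 UMIs, or 2.58 times that of their library. No biological explanation was tested.

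Y-linked transcripts were at background in MPNST-like cells, with 159 UMIs (0.344 CPM, 130 from Ddx3y) at a median depth of 23513.5 UMIs, against 0.446 CPM in macrophage-like cells of the female hosts at a median of 6347.5 UMIs. Xist was at 4.16 CPM in MPNST-like and 1022 CPM in macrophage-like cells.

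Named clusters other than MPNST-like ones numbered 15. That is more than the number of nontumor clusters quoted from the study above.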
